A study of Mus musculus with 8 samples.

How the data were processed

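Gene expression was measured by RNA sequencing in 8 libraries of nephron progenitors sorted from mouse kidneys at E18.5, with 2 libraries in each of 4 genotype groups. Per the labels' protocols, RNA was prepared from the sorted cells with a purification kit made for single cells, polyadenylated RNA was selected, and the cDNA was turned into DNA sequencing libraries that were size-selected on a gel. Groups and replicate numbers were taken from the labels, and all 8 libraries were used. Because the level of Smo went against the label of a group, libraries are named by their labels throughout, as KO-labelled, Het-labelled, WT-labelled and SmoM2-labelled.

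The values came from a single table of the series with 24539 gene symbols. Per the file headers, the authors' table gives raw read counts per gene for each library, and its name refers to featureCounts. It also holds the authors' RPKM values and a gene length. Dividing each deposited count by its length and its RPKM value returned a single library total for each library, and the listed counts made up between 81.1% and 83.3% of those totals. The aligner, the annotation, the strand setting and the genome build are not stated in the labels or headers. Therefore no coordinates are given, and genes are identified by the symbols of the table. All results rest on the counts, and the RPKM values entered the description of Smo and an alternative scaling.

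Genes were tested with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr on the groups, which left 13459 genes. Libraries were scaled by the trimmed mean of M values. A single quasi-likelihood model with a mean for each group was fitted to all 8 libraries, so that the groups shared 4 residual degrees of freedom. The biological coefficient of variation was 13.5%. The labels name no test, and this design was chosen before the data were examined. Comparisons were made between KO- and WT-labelled, Het- and WT-labelled, SmoM2- and WT-labelled, KO- and Het-labelled, and KO- and SmoM2-labelled libraries. A second model fitted a slope over an order score of 0, 1, 2 and 3 for the KO-, Het-, WT- and SmoM2-labelled libraries. That score is an order and not a measured dose. A test over all 4 groups was also made. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, with a threshold of 0.05. Standard errors are those the quasi-likelihood statistic implies, and all tests were two-sided. With 2 libraries against 2, the smallest two-sided exact permutation p-value is 0.333, so no such test could pass the threshold and none is reported.

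Levels are CPM, which give a gene's share of the scaled library size at the scaled library size, given as mean ± SD with n = 2 libraries. Log2 CPM used a prior count of 2. A gene with at most 3 counts in every library of a group was taken as at the floor there, and a fold against that group is given as a lower bound computed against the floor. The floors were 0.659 CPM in the KO-labelled, 0.455 in the Het-labelled, 0.303 in the WT-labelled and 0.327 in the SmoM2-labelled libraries. The reads carry no molecular identifiers as far as the labels say, so floors cover counting error only.

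Gene lists were fixed before the data were examined. The tested lists were Hedgehog targets with 7 genes, the Notch pathway with 15, Fox factors with 14, nephron progenitors with 18 and early nephron differentiation with 16. Each was tested in the KO- against WT-labelled comparison, the SmoM2- against WT-labelled comparison and the trend, which makes 15 tests. The test was camera of limma 3.58.1 on log2 CPM with a preset correlation of 0.01 between genes, adjusted over the 15 tests, with fry and camera with an estimated correlation beside it. The study is known to have examined Notch and Fox genes in these libraries, so counts adjusted over those lists alone are not independent evidence. Lists for stroma, collecting duct, endothelium, erythroid cells, immune cells, Y-linked genes, X inactivation, dissociation stress and the cell cycle served as checks. A single symbol of these lists did not match the table.

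The genes named in the text follow a rule set before the data were examined. Smo and every member of the tested lists may be named. In addition, each pairwise comparison and the trend gave up to 4 genes that rose and up to 4 that fell with the largest log2 change or slope. These had an adjusted p-value under 0.05, an average log2 CPM of at least 1 and no overlap between the libraries compared, or group means in order for the trend. Members of the check lists are named only as checks. Genes named outside this rule are said to be so.

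Correlations of changes between comparisons were computed over the tested genes, which are not independent replicates, so no p-value is given. Comparisons that share the WT-labelled libraries correlate by chance. The value without any changed gene was taken from 20 simulations of unchanged groups drawn from the means, dispersions and totals of these libraries. Where many genes differ, the shared libraries alone may give another r. A principal component analysis used log2 CPM. Replicates were checked for duplicates by a chi-square comparison of their counts, which gave between 5.17 and 12.8 per degree of freedom, so no pair agreed within sampling noise. Among the 12531 genes with at least 100 counts over all libraries, 16 had the same 8 counts as another gene, among them Hba-a1 with Hba-a2. Such copies, and members of clustered families such as histones and protocadherins, are uncertain because reads can be split or shared between them.

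The pipeline was tested on simulated counts with known changes. In the comparison of KO- with WT-labelled libraries it recovered 12.5% of 64 genes changed 1.5-fold, 68.1% of 69 changed 2-fold and 86.6% of 67 changed 4-fold among 13256 genes, and 4.24% of the calls were false. For the trend over 13253 genes the recovered shares were 15.6%, 63.8% and 82.1%.

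The alternatives chosen before the data were examined were DESeq2 size factors within edgeR, all genes with at least 1 count, genes with at least 10 counts in every library, DESeq2 1.42.0, limma-voom, the replicate number as a block, the level of 4 Y-linked genes as a covariate, only the groups compared, the order score over 3 groups, fry, Spearman's rho and each library left out in turn. Those chosen after seeing the data were thinning all libraries to the smallest total of 4422305 counts, the library totals implied by the authors' RPKM values, offsets that remove each library's trend over GC content and gene length, and a stress score as a covariate. GC content came from the longest transcript of each symbol in a GENCODE mouse reference and was known for 97.9% of tested genes. The figures were drawn with matplotlib 3.10.9 in Python 3.11.15.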

Results

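Nephron progenitors, the kidney cells that give rise to nephrons, were sorted at E18.5 of mouse development by the fluorescence of Six2GFPcre, a transgene that makes a GFP and Cre fusion protein in these cells. Their polyadenylated RNA was sequenced. The labels name 4 groups of 2 libraries, which differ in the genes for Smo, the membrane protein that passes on Hedgehog signals. KO-labelled embryos had 2 conditional Smo alleles, Het-labelled embryos had 1 conditional and 1 wild-type allele, and WT-labelled embryos had 2 wild-type alleles. SmoM2-labelled embryos had 2 wild-type alleles and a Rosa26 allele from which Cre turns on SmoM2, an active form of Smo. According to the series title and design, the study asked what Hedgehog signalling does in these cells by varying the dose of Smo.

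The listed counts summed to 4422305 and 4442697 in the KO-labelled libraries and to 7577590 and 5929770 in the Het-labelled libraries. They summed to 10305398 and 9396539 in the WT-labelled and to 9929956 and 9037109 in the SmoM2-labelled libraries. Each replicate pair is given in the order of the replicate numbers. Both KO-labelled libraries had Y-linked counts and at most 2 Xist counts. Both Het-labelled libraries had no Y-linked count and at least 9663 Xist counts. In the WT-labelled and SmoM2-labelled groups replicate 1 had the male pattern and replicate 2 the female pattern. The sex of the embryos was therefore fully tied to the group in the KO- and Het-labelled libraries.

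Smo was examined first, because it checks the labels. Its level was 12.1 ± 1.39 CPM (SD, n = 2) in the KO-labelled, 19.2 ± 6.73 CPM in the Het-labelled, 369 ± 8.48 CPM in the WT-labelled and 617 ± 17.1 CPM in the SmoM2-labelled libraries. The raw counts were 59 and 51, 108 and 141, 3893 and 3442, and 5915 and 5443. In the authors' RPKM values, Smo lay between 2.40 and 4.85 in the KO- and Het-labelled libraries and between 74.7 and 126 in the others. Compared with the WT-labelled libraries, the edgeR log2 change was -4.93 (SE 0.21, adjusted p 7.4e-07) in the KO-labelled and -4.28 (SE 0.20, adjusted p 1.55e-06) in the Het-labelled libraries. SmoM2-labelled libraries differed from WT-labelled libraries by 0.74 (SE 0.16, edgeR adjusted p 0.132), which did not pass the threshold, although the 2 libraries of each group did not overlap. DESeq2 gave 0.75 and called it.

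The Het-labelled level went against its label. With the KO-labelled level as the contribution of recombined alleles, a group with 1 wild-type allele would lie at 51.6% of the WT-labelled level, and the Het-labelled libraries lay at 5.20%. Conversely, the KO- and Het-labelled levels extrapolate to 26.3 CPM for 2 wild-type alleles, while the WT-labelled libraries lay at 369 CPM. The difference between KO- and Het-labelled libraries was -0.65 (SE 0.23, edgeR adjusted p 0.0907). It ranged from -0.98 without Het-labelled replicate 1 to -0.27 without Het-labelled replicate 2, so its size depends on single libraries. All directions below are between libraries as labelled, and they carry this doubt about which Smo dose each label stands for.

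**Figure D1:**
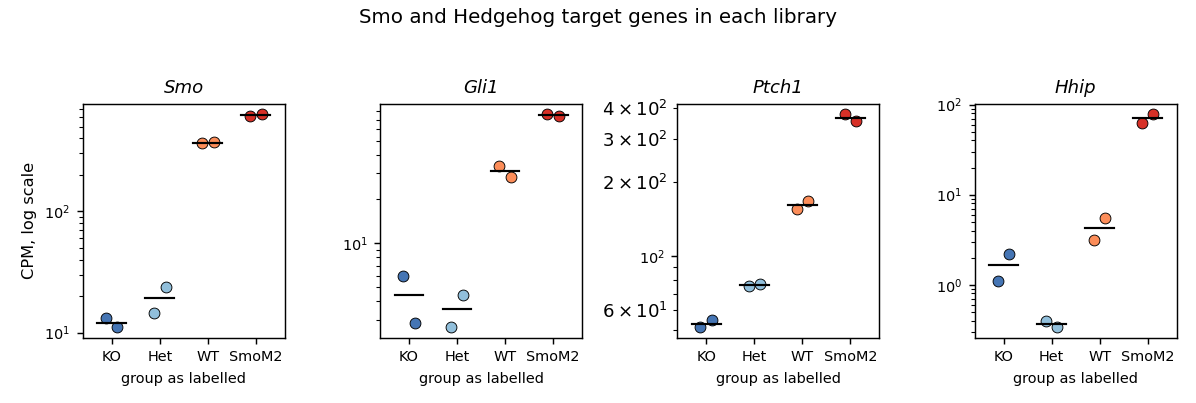
CPM on a log axis of Smo, Gli1, Ptch1 and Hhip in each of the 8 libraries (points) by group as labelled, with the mean of the 2 libraries of each group as a line. Smo lay at 12.1 and 19.2 CPM in the KO- and Het-labelled groups and at 369 and 617 CPM in the WT- and SmoM2-labelled groups, and the Hedgehog target genes shown were likewise lower in the KO- and Het-labelled groups.

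The libraries fell into a KO- and Het-labelled side and a WT- and SmoM2-labelled side. The first principal component held 52.0% of the variance and parted these sides, and the second held 17.4% and parted KO- from Het-labelled libraries. Pearson's r of log2 CPM across genes ranged from 0.926 to 0.953 between libraries of different sides. It ranged from 0.960 to 0.965 between KO- and Het-labelled libraries and from 0.972 to 0.984 between WT- and SmoM2-labelled libraries. Replicates of a group had r between 0.974 and 0.984. The labels give no sequencing batch or date. A batch that followed the sides could not be separated from the groups, so the comparisons of KO- with Het-labelled and of SmoM2- with WT-labelled libraries are the ones made within a side.

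**Figure D2:**
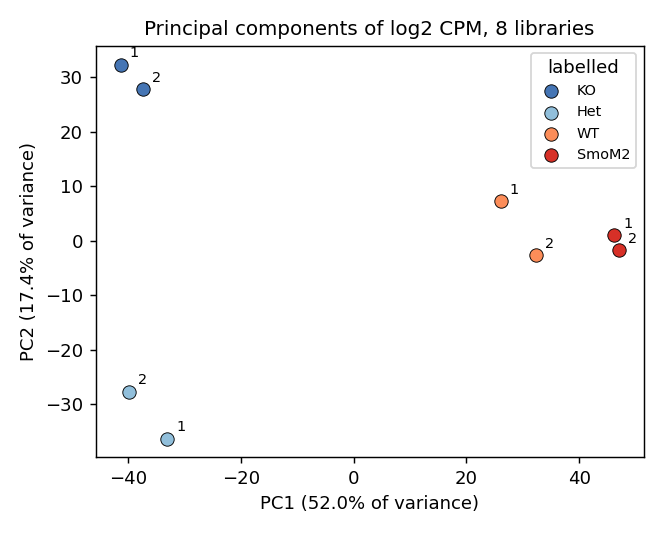
Positions of the 8 libraries on the first (52.0% of variance) and second (17.4%) principal component of log2 CPM, coloured by group as labelled and marked with the replicate number. KO- and Het-labelled libraries lie between -41.3 and -33.1 on the first component and the others between 26.1 and 47.0.

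The comparison of KO- with WT-labelled libraries asks what changes when progenitors lose Smo. Of 13459 tested genes, 3100 had an edgeR adjusted p under 0.05, of which 1562 were higher and 1538 lower in the KO-labelled libraries. Among them 961 changed at least 2-fold. The alternative that moved this count most was a stress score as a covariate, with 424 genes. The largest rises by the naming rule were in Emx2, at least 49.2-fold higher than the WT-labelled floor (edgeR adjusted p 0.000191), and in Car4, 2610507I01Rik and Adora2a. Adora2a rose from 2.46 ± 0.866 to 42.7 ± 4.61 CPM (log2 4.09, SE 0.28, edgeR adjusted p 2.28e-05). The largest falls beside Smo were in genes at the floor in both KO-labelled libraries. Foxf1 was at least 1.23-fold lower, Lrrc4c at least 6.47-fold lower and Nr0b1 at least 5.98-fold lower.

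The comparison of Het- with WT-labelled libraries asks what the loss of a single allele changes. It gave 3403 genes, 1760 higher and 1643 lower in the Het-labelled libraries, which is more than the comparison of KO- with WT-labelled libraries gave. With the stress score as a covariate 19 genes were called. Gfra2 rose from 3.62 ± 2.66 to 82.8 ± 10.9 CPM (log2 4.47, SE 0.32, edgeR adjusted p 3.19e-05), and Fbxo2, 2610507I01Rik and Fgf9 were the other leading rises. At the floor in both Het-labelled libraries were Hist1h2al (at least 9.82-fold lower), Ly6a (at least 15.3-fold), Nr0b1 (at least 8.66-fold) and Vit (at least 4.87-fold). Hist1h2al belongs to a histone cluster with near-identical copies and is uncertain.

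Among the genes called in the KO- and Het-labelled comparisons with WT-labelled libraries, 1608 were shared, and 1598 of these changed in the same direction. The changes of all tested genes correlated with r 0.658 across genes, against 0.444 on average in simulations of unchanged groups that share the WT-labelled libraries. Those simulations hold no changed gene, so the gap between these values is not a measure of shared effects.

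The comparison of SmoM2- with WT-labelled libraries asks what an active Smo changes. It gave 30 genes, 21 higher and 9 lower in the SmoM2-labelled libraries, and 1036 genes had an unadjusted p under 0.05. This count depended on the method, from 6 with the stress score as a covariate to 356 when every gene with a count was tested. Hhip rose from 4.31 ± 1.61 to 70.1 ± 10.9 CPM (log2 4.03, SE 0.27, edgeR adjusted p 8.51e-05). Foxf1 rose from 0.809 ± 0.0888 to 12.8 ± 2.42 CPM (log2 3.97, SE 0.44, edgeR adjusted p 0.00784), and Kcnj15 and Tshz3 rose by 3.17 and 2.83. Crtac1 fell from 43.3 ± 4.12 to 15.5 ± 0.501 CPM (log2 -1.48, SE 0.17, edgeR adjusted p 0.00784). Ptprv and Tnfaip2 changed by -2.42 and -1.98, and Lmcd1 fell to 7.80 ± 0.904 CPM (SE 0.29 of the log2 change, edgeR adjusted p 0.0328). Kcnj15, Tshz3, Ptprv, Lmcd1 and Tnfaip2 had edgeR adjusted p between 0.0328 and 0.0427, and none of these 5 passed the threshold in fits without KO-labelled replicate 1 or without KO-labelled replicate 2.

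The comparison of KO- with Het-labelled libraries asks what the loss of the remaining allele changes. It gave 1269 genes, 583 higher and 686 lower in the KO-labelled libraries. After the trends of each library over GC content and gene length were removed, 309 genes were called, of which 292 were among the 1269. Among the leading rises were Cldn5 from 0.607 ± 0.102 to 19.6 ± 3.65 CPM (log2 4.99, SE 0.44, edgeR adjusted p 0.00171), and Emx2, with Hist1h2al at least 6.28-fold higher. Pde3a fell from 46.5 ± 13.0 to 8.90 ± 0.572 CPM (log2 -2.38, SE 0.26, edgeR adjusted p 0.00401). Pcdhb2 and Casz1 changed by -2.68 and -1.90. Hist1h2al and Casz1 did not pass the threshold once GC and length trends were removed, and Pcdhb2 belongs to a gene cluster with similar members.

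The comparison of KO- with SmoM2-labelled libraries sets the ends of the intended dose range against each other and gave 4372 genes, 2218 higher and 2154 lower in the KO-labelled libraries. Tnfaip2 rose from 2.64 ± 0.308 to 74.9 ± 15.1 CPM (log2 4.81, SE 0.30, edgeR adjusted p 4.39e-06), and Slc15a2, Car4 and Adora2a were the other leading rises. At the floor in both KO-labelled libraries were Foxf1 (at least 19.4-fold lower), Lrrc4c (at least 17.3-fold) and Kcnj15 (at least 8.46-fold). Xist also met the rule, since both KO-labelled embryos were male.

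**Figure D3:**
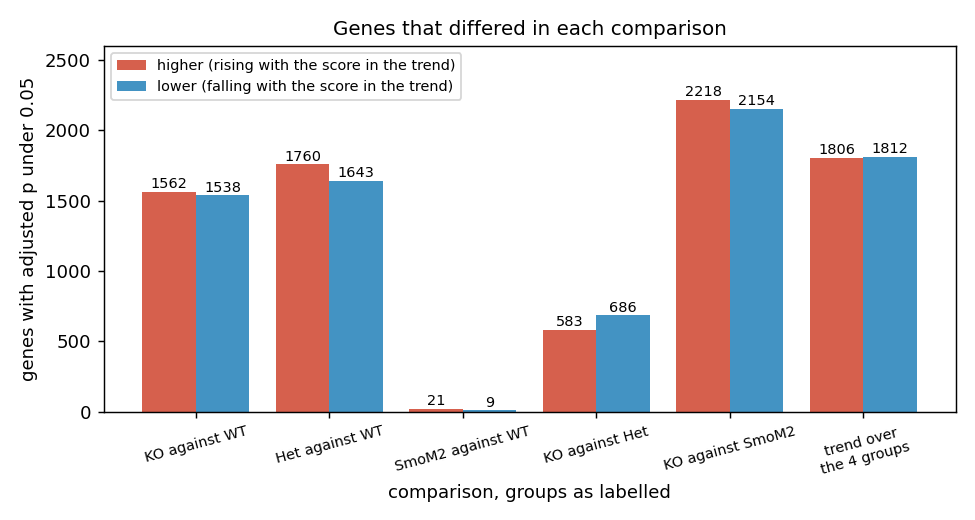
Number of genes with an edgeR adjusted p under 0.05 in each comparison, split into higher and lower in the group named first, or rising and falling with the order score for the trend. Counts range from 30 for SmoM2- against WT-labelled libraries to 4372 for KO- against SmoM2-labelled libraries.

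A trend over the order of labelled Smo doses was called in 3618 genes, 1806 rising and 1812 falling with the score, or 1425 and 2249 with the totals that the RPKM values imply. The count fell to 1866 without SmoM2-labelled replicate 1, to 2360 without KO-labelled replicate 1 and to 2400 without SmoM2-labelled replicate 2. With the score over the KO-, Het- and WT-labelled groups it was 620. The group means followed the order in 1887 of the 3618 genes, or 52.2%. In the direction of the trend, the median log2 step was 0.15 from KO to Het, 0.53 from Het to WT and 0.16 from WT to SmoM2, and the Het-to-WT step was the largest in 68.1% of the genes. Foxf1 (slope 3.56 per step), Kcnj15 (3.05), Smo (2.16) and Cntn2 (2.15) led the rises. Car4 (-2.02), Adora2a (-1.98), Fgf8 (-1.66) and Fgf9 (-1.60) led the falls. Over the 4 groups together, 5515 genes differed.

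The Hedgehog target list asks whether the labels track pathway output. Its median log2 change was -2.81 in KO- against WT-labelled libraries (camera adjusted p 0.000933), or -1.61 with genes at the floor set to their bound. Of its 7 genes, 5 were called lower over all genes. Adjusted over the list alone 6 were called, with Foxl1, which was higher (log2 0.88), as the additional gene. The median was 1.33 in SmoM2- against WT-labelled libraries (camera adjusted p 2.05e-15), with 4 genes called over all genes and 7 adjusted over the list alone. The trend had a median slope of 2.11 (camera adjusted p 8.41e-05). Ptch1 was at 53.0 ± 2.32, 76.2 ± 1.00 and 161 ± 8.92 CPM in the KO-, Het- and WT-labelled libraries, and its change in SmoM2- against WT-labelled libraries was 1.18 (SE 0.11, edgeR adjusted p 0.00219). Gli1 was at 4.40 ± 2.23, 3.54 ± 1.23, 30.9 ± 3.71 and 74.7 ± 1.67 CPM from KO- to SmoM2-labelled libraries. Its SmoM2- against WT-labelled change (log2 1.27, edgeR adjusted p 0.0427) did not pass the threshold with the totals that the RPKM values imply. In the KO- against Het-labelled comparison Ptch1 was the called member (log2 -0.52, SE 0.12, edgeR adjusted p 0.0257), and it did not pass the threshold with GC and length trends removed. The list median there was 0, with 2 members called when adjusted over the list alone. That median is the value of Foxf2, which had no count in any KO- or Het-labelled library, so it says nothing about pathway output. Hhip was 3.61-fold higher in the KO-labelled libraries than the Het-labelled floor (edgeR adjusted p 0.0744) and Gli1 differed by 0.34 (edgeR adjusted p 0.594), neither past the threshold. Hhip had only 5 and 10 counts in the KO-labelled and 3 and 2 in the Het-labelled libraries. Its fold leaves out the counting error of the KO-labelled counts. Foxl1 was not called over all genes in any of these comparisons. The list result that moved most among the alternatives was the KO- against WT-labelled median, at -1.64 and past no threshold when genes needed 10 counts in every library, a filter that removes the genes that fell to the floor.

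The Notch pathway list asks whether genes of Notch signalling follow Smo. Of its 15 genes 13 were tested. The KO- against WT-labelled median was 0.75 (camera adjusted p 0.0745), which did not pass the threshold, with 5 genes called higher and 1 lower. Adjusted over the list alone 8 genes were called, which is not independent evidence because the study examined this pathway in these libraries. The median fell to 0.46 without KO-labelled replicate 2 and to 0.47 without WT-labelled replicate 2. Jag1 was at 143 ± 50.8 CPM in the KO-labelled and 37.1 ± 12.5 CPM in the WT-labelled libraries (log2 1.94, SE 0.35, edgeR adjusted p 0.00359). Dll1 was at 28.1 ± 1.53 and 7.42 ± 0.744 CPM (log2 1.92, SE 0.27, edgeR adjusted p 0.000960). Hey1, Hey2 and Nrarp changed by 1.69, 1.72 and 1.43, while Heyl changed by -2.16 (SE 0.19, edgeR adjusted p 8.02e-05). The Het- against WT-labelled median was 0.56, with Notch3, Hes1 and Hey1 called higher and Heyl lower. Jag1 was at 51.0 ± 29.4 CPM and Dll1 at 12.5 ± 4.86 CPM in the Het-labelled libraries. Neither was called against WT-labelled libraries (edgeR adjusted p 0.384 and 0.0693). Both were called higher in KO- than in Het-labelled libraries (edgeR adjusted p 0.0262 and 0.0232), although Smo was low in both groups. Between SmoM2- and WT-labelled libraries the median was -0.07 (camera adjusted p 0.314), no member was called over all genes and 1 was adjusted over the list alone. The trend had a median slope of -0.24 (camera adjusted p 0.0166), which was -0.15 without SmoM2-labelled replicate 1.

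The Fox factor list asks the same of forkhead transcription factors. Of its 14 genes 13 were tested, and the KO- against WT-labelled median was -0.40 (camera adjusted p 0.00305). All 6 genes called were lower in the KO-labelled libraries, and 10 were called when adjusted over the list alone, again not independent evidence. In Het- against WT-labelled libraries the median was -0.12, with 3 members called higher and 3 lower, and in KO- against SmoM2-labelled libraries 2 were called higher and 6 lower. The 6 called in KO- against WT-labelled libraries were Foxc1, Foxp4, Foxn3, Foxo1, Foxo3 and Foxj2. Foxc1 was at 247 ± 39.3 CPM in the KO-labelled, 444 ± 67.5 CPM in the Het-labelled, 635 ± 34.8 CPM in the WT-labelled and 818 ± 36.5 CPM in the SmoM2-labelled libraries. Its log2 change was -1.36 (SE 0.15, edgeR adjusted p 0.000267) in KO- against WT-labelled and -0.85 (SE 0.15, edgeR adjusted p 0.0103) in KO- against Het-labelled libraries. Foxo1 and Foxj2 did not pass the threshold with GC and length trends removed, and Foxj2 did not pass it with the totals that the RPKM values imply. SmoM2- and WT-labelled libraries gave a median of 0.06 (camera adjusted p 0.847), whose sign changed without SmoM2-labelled replicate 1, and no member was called. The median slope of the trend was 0.11 (camera adjusted p 0.0166), and it did not pass the threshold without KO-labelled replicate 1.

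The nephron progenitor list asks whether the progenitor state was kept. Its KO- against WT-labelled median was 0.17 (camera adjusted p 0.0745), with 5 genes called higher, 1 lower and 7 adjusted over the list alone, and fry called it (adjusted p 0.0151). The Het- against WT-labelled median was larger, at 0.49, with 8 genes called higher, 1 lower and 12 adjusted over the list alone. In KO- against Het-labelled libraries the median was -0.20, with 1 gene called higher and 2 lower. Six2 was at 1651 ± 248 CPM in the KO-labelled, 1937 ± 237 in the Het-labelled, 1232 ± 142 in the WT-labelled and 1264 ± 0.315 CPM in the SmoM2-labelled libraries. Its KO- against WT-labelled change was 0.42 (SE 0.15, edgeR adjusted p 0.0600). Cited1 changed by 1.15 (SE 0.22, edgeR adjusted p 0.00424). The SmoM2- against WT-labelled median was -0.08 (camera adjusted p 0.187), and the median slope of the trend was -0.15 (camera adjusted p 0.0340, fry adjusted p 0.0564).

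The early nephron differentiation list asks whether progenitors moved on to form nephrons. Of its 16 genes 14 were tested. The KO- against WT-labelled median was 1.35 (camera adjusted p 2.25e-05), which was 1.86 without WT-labelled replicate 2. All 10 called genes were higher in the KO-labelled libraries, and the same number was called when adjusted over the list alone. Lhx1 was at 92.3 ± 42.5 CPM in the KO-labelled, 7.01 ± 3.30 in the Het-labelled, 7.78 ± 4.41 in the WT-labelled and 5.43 ± 1.31 CPM in the SmoM2-labelled libraries. Its change was 3.58 (SE 0.42, edgeR adjusted p 0.000340) against WT-labelled and 3.75 (SE 0.44, edgeR adjusted p 0.00427) against Het-labelled libraries. Ccnd1 rose from 51.0 ± 30.5 CPM in the Het-labelled to 407 ± 64.4 CPM in the KO-labelled libraries (log2 3.01, SE 0.48, edgeR adjusted p 0.00718). By contrast, Fgf8 was high on that whole side, with 103 ± 18.6 CPM in KO-labelled and 66.6 ± 3.30 CPM in Het-labelled libraries against 6.14 ± 3.02 CPM in WT-labelled libraries. In Het- against WT-labelled libraries 2 members were called and in KO- against Het-labelled libraries 7. The SmoM2- against WT-labelled median was 0.12 (camera adjusted p 0.362), with no member called; it was 0.57 without WT-labelled replicate 2 and -0.20 without WT-labelled replicate 1. The median slope of the trend was -0.40 (camera adjusted p 0.00363).

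Of the camera results past the threshold, the Hedgehog, Fox and differentiation lists in both the KO- against WT-labelled comparison and the trend, the Notch list in the trend, and the Hedgehog list in the SmoM2- against WT-labelled comparison also passed it with fry. With an estimated correlation between genes, the Hedgehog list in the SmoM2- against WT-labelled comparison passed (adjusted p 0.0156) and the other 14 tests did not.

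**Figure D4:**
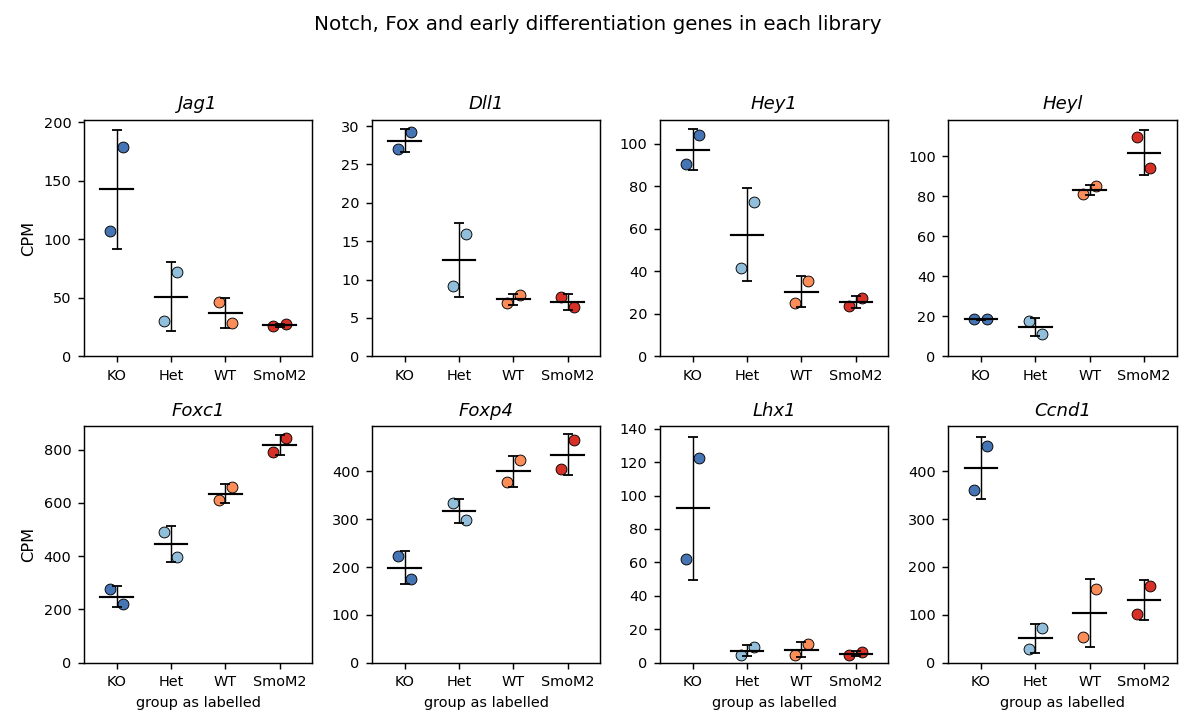
CPM of Jag1, Dll1, Hey1, Heyl, Foxc1, Foxp4, Lhx1 and Ccnd1 in each library (points) by group as labelled, with mean and SD of the 2 libraries as bars. Lhx1 lay at 92.3 CPM in the KO-labelled group and at or below 7.78 CPM in the others, whereas Heyl lay at 18.6 and 14.4 CPM in the KO- and Het-labelled groups and at 83.1 and 102 CPM in the WT- and SmoM2-labelled groups.

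The last comparison asks whether loss and activation of Smo move the same genes in opposite directions. Between KO- against Het-labelled and SmoM2- against WT-labelled changes, which share no library, r was -0.06 across 13459 genes, against -0.003 on average and from -0.03 to 0.02 in 20 simulations of unchanged groups. Without WT-labelled replicate 1 it was 0.07, so its sign rests on that library. That library was the male one of its group, while the KO-labelled libraries were male and the Het-labelled libraries female. Leaving it out thus also ties the SmoM2- against WT-labelled change to sex, and an effect of sex on r was not separated. Called in both comparisons were 7 genes, all in opposite directions. Between KO- against WT-labelled and SmoM2- against WT-labelled changes r was -0.14, against 0.455 from the shared WT-labelled libraries in simulations (0.427 to 0.484). The simulations hold no changed gene, whereas 3100 genes differed between KO- and WT-labelled libraries. Such changes can by themselves draw r away from 0.455, so the gap does not measure opposite effects. The r of -0.14 became 0.14 without WT-labelled replicate 1 and 0.08 without WT-labelled replicate 2. Each of these fits likewise leaves a WT-labelled group of a single sex. The KO- and SmoM2- against WT-labelled comparisons shared 18 called genes, of which 16 changed in opposite directions.

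**Figure D5:**
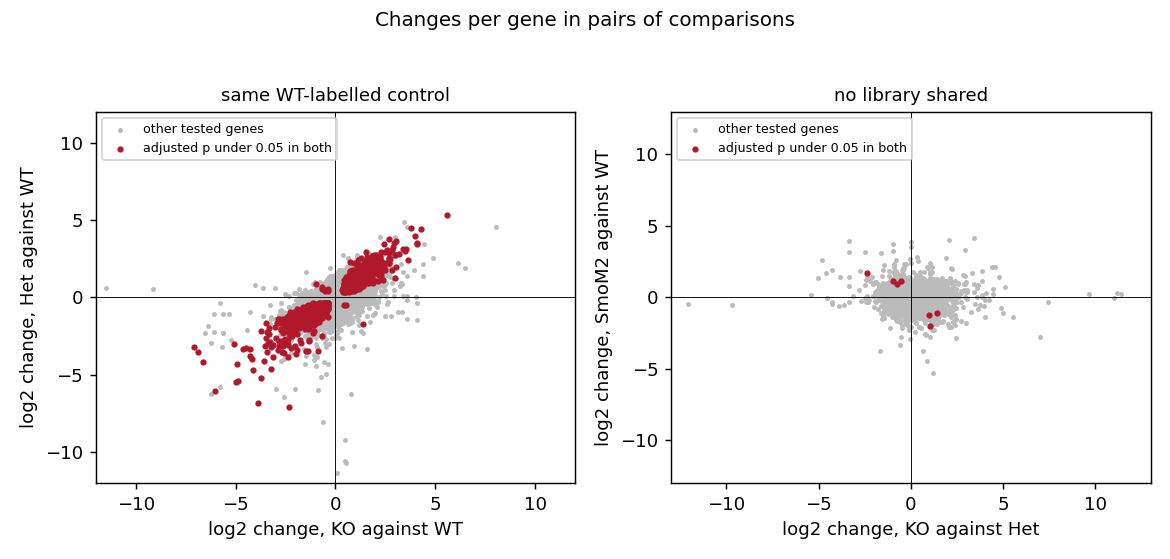
Log2 change per gene in KO- against WT-labelled libraries beside Het- against WT-labelled libraries (left), and in KO- against Het-labelled libraries beside SmoM2- against WT-labelled libraries (right), with genes past the threshold in both comparisons in red. On the left 1598 of 1608 red genes changed in the same direction, and on the right all 7 changed in opposite directions.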

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

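Where no cause is given below, the cause was not tested.

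The count of genes between SmoM2- and WT-labelled libraries, 30, was moved by more alternatives than the other counts. It was 356 over all genes with at least 1 count, 82 with DESeq2, 54 with the replicate block, 64 with the Y-linked covariate, 19 after thinning, 19 with GC and length offsets, 6 with the stress score and 8 in a fit of only these groups, which has fewer residual degrees of freedom. The scaling alternatives gave 30 and 27, limma-voom 28 and the filter on 10 counts 24. Between KO- and Het-labelled libraries the count of 1269 became 2217 over all genes with at least 1 count, 309 with GC and length offsets and 391 with the stress score. The stress score also moved the counts between KO- and WT-labelled libraries to 424, between Het- and WT-labelled libraries to 19, for the trend to 2221 and over the 4 groups to 3072. Its scores overlap with the groups, which widened the standard errors. The trend over the KO-, Het- and WT-labelled groups gave 620 genes, with fewer libraries, and fits that each left out a library gave from 1866 to 3431 genes, the lowest without SmoM2-labelled replicate 1. The other 67 counts outside those fits stayed within 1.5 times the reported ones.

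With the totals implied by the RPKM values, the share of calls that were higher became 59.3% in place of 70.0% between SmoM2- and WT-labelled, 64.7% in place of 45.9% between KO- and Het-labelled and 62.8% in place of 50.7% between KO- and SmoM2-labelled libraries. Between KO- and WT-labelled libraries 1860 genes were then higher and 1264 lower, in place of 1562 and 1538, and in the trend 1425 rose and 2249 fell, in place of 1806 and 1812. The median change of all genes in the pairwise comparisons shifted by at most 0.096, between KO- and SmoM2-labelled libraries.

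The replicate numbers do not pair the samples across all groups, although in the WT- and SmoM2-labelled groups they go with the sex of the embryos. Deviations of libraries with the same number from their group means correlated with r from -0.0606 (KO- and Het-labelled) to 0.391 (WT- and SmoM2-labelled), and not every pair exceeded 0.1. With the replicate block, 3343 genes differed between KO- and WT-labelled, 3685 between Het- and WT-labelled, 1527 between KO- and Het-labelled and 4612 between KO- and SmoM2-labelled libraries, 3169 followed the trend and 5874 differed over the 4 groups. Between SmoM2- and WT-labelled libraries the block gave 54 genes in place of 30. The block changed no list call and no Smo call.

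For the lists, the Hedgehog median of -2.81 between KO- and WT-labelled libraries became -1.64 and lost its call under the filter on 10 counts, which removes genes at the floor, and ranged from -2.90 to -2.37 with a library left out. The Notch median of 0.75 passed the threshold over all genes with at least 1 count (0.76), with the Y-linked covariate (0.74), with GC and length offsets (0.51) and in fits without either Het-labelled library or SmoM2-labelled replicate 2, and ranged from 0.46 to 0.75 with a library left out. The Fox median ranged from -0.53 to -0.40 and the differentiation median from 1.09 to 1.86. The progenitor median was called over all genes with at least 1 count (0.15) and with fry (0.17). Between SmoM2- and WT-labelled libraries the leave-one-out ranges were 1.25 to 1.82 for Hedgehog, -0.0166 to 0.0814 for Fox, -0.19 to 0.00654 for progenitor and -0.20 to 0.57 for differentiation genes. In the trend, the Fox slope lost its call with GC and length offsets (0.0653) and without KO-labelled replicate 1, and ranged from 0.0757 to 0.15. The progenitor slope lost its call under the filter on 10 counts (-0.13), with GC and length offsets (-0.10) and with fry (-0.15). The other 110 list values outside the leave-one-out fits kept their direction and side of the threshold.

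The correlation of KO- against Het-labelled with SmoM2- against WT-labelled changes ranged from -0.101 to 0.0722 with a library left out, and that of KO- against WT-labelled with SmoM2- against WT-labelled changes from -0.15 to 0.14. DESeq2 called Smo higher in SmoM2- than in WT-labelled libraries (0.75) and lower in KO- than in Het-labelled libraries (-0.68). With a library left out, the Smo change ranged from -4.69 to -3.98 between Het- and WT-labelled and from -0.98 to -0.27 between KO- and Het-labelled libraries. Between KO- and WT-labelled, Het- and WT-labelled and KO- and SmoM2-labelled libraries Smo kept its direction in the alternatives run and its call in those that left 2 libraries in both groups compared. With a single library in a group no call was made.

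Of 189 results of named genes past the threshold, 31 lost their call with GC and length offsets, 3 with the RPKM totals, 1 with DESeq2 size factors, 1 with the replicate block and 6 of 186 with DESeq2. Leaving out a library cost 19 of them their call in some fit and moved 84 by more than the spread between replicates. A depth of 4422305 counts in the smallest library limits low genes most: for Foxf1, at the floor in all KO- and Het-labelled libraries, the bound is 1.23-fold between KO- and WT-labelled libraries.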

Other observations

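Tests chosen only after the result was seen were those on the Het-labelled libraries lacking a functional allele, on scaling, on mixing, on a SmoM2 allele as active in the WT-labelled as in the SmoM2-labelled libraries, on the stress score in the Het- and KO- against WT-labelled parts, on GC content, length and sex between KO- and Het-labelled libraries, and on stromal cells. Thinning, the GC and length offsets and the stress score were likewise chosen after the data were seen, wherever they are used below. The genes Foxd1, Meis1, Cd74, Col1a1, Col1a2, Col3a1 and Gt(ROSA)26Sor were also singled out after their values were seen.

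Smo lay far higher in the WT-labelled libraries than the KO- and Het-labelled libraries would predict for 2 alleles, with 369 CPM against 26.3 CPM. Library scaling is argued against: over 5 scalings, the Het- against WT-labelled change of Smo came no nearer to 0 than -4.27. Mixing of SmoM2-labelled material into the WT-labelled libraries is argued against too. Starting from the mean of the KO- and Het-labelled levels, Smo would need a mixed share of 58.7%, whereas Hhip in the WT-labelled libraries was at 6.15% of its SmoM2-labelled level and Foxf1 at 6.31%. Mixing sets a lower bound for each gene, and 6 of the 7 Hedgehog target genes lay below that share in both WT-labelled libraries. Other genes lay nearer to it: 41 genes at least 4-fold higher in SmoM2- than in KO- and Het-labelled libraries, Smo included, lay at a median of 49.2% of the way (quartiles 38.1% and 59.1%), with 3 of them under 20%. A Rosa26 SmoM2 allele as active in the WT-labelled as in the SmoM2-labelled libraries is argued against by the Hedgehog target list, which was higher in the SmoM2-labelled libraries by a median log2 change of 1.33 (camera adjusted p 2.05e-15, 7 of 7 genes higher). Still open is that the WT-labelled libraries carry this allele with a weaker output. Gt(ROSA)26Sor, which an insertion could lower, differed by -0.28 between SmoM2- and WT-labelled libraries, less than its test could call at 10.1 ± 1.87 and 12.3 ± 1.13 CPM (SD, n = 2). Against the WT-labelled libraries it differed by 0.09 in the Het-labelled and 0.32 in the KO-labelled libraries, and KO- and SmoM2-labelled libraries differed by 0.60 (edgeR adjusted p 0.0641), none past the threshold. Also open is that the Het-labelled libraries carry no functional Smo allele. Smo differed by -0.65 in KO- against Het-labelled libraries, which edgeR did not call and DESeq2 called. With GC and length trends removed the Smo difference was -0.40 (edgeR adjusted p 0.331). Ptch1, called lower in the KO-labelled libraries, kept its direction but not its call with these trends removed. Hhip and Gli1 went the other way, neither called. Hhip had only 5 and 10 counts in the KO-labelled and 3 and 2 in the Het-labelled libraries, so it carries little weight. These 2 explanations cannot be told apart from the data. The size of the Smo difference between KO- and Het-labelled libraries depends on single libraries, and no difference of Gt(ROSA)26Sor passed the threshold. Another regulation of Smo by genotype stays open and was not tested.

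Many genes parted the KO- and Het-labelled from the WT- and SmoM2-labelled libraries. Of the 3403 genes called between Het- and WT-labelled libraries, 2237 (65.7%) remained after GC and length trends were removed, 2813 (82.7%) after thinning to the smallest library and 2966 (87.2%) with the Y-linked level as a covariate. Between KO- and WT-labelled libraries 1771 of 3100 calls (57.1%) remained without GC and length trends, and there the change correlated with log2 gene length at r -0.395, with 17.5% of the variance explained by both trends. Each of these therefore falls short as the whole cause, although GC content and length may account for a part. For immediate early genes induced during dissociation, 3333 (76.2%) of the 4372 genes called between KO- and SmoM2-labelled libraries remained with the stress score, which argues against these genes as the whole cause there. In the comparisons with WT-labelled libraries the same covariate left 19 calls for Het-labelled and 424 for KO-labelled libraries, of which 379 (12.2%) were among the 3100 reported. For both, an effect of dissociation cannot be told apart from the overlap of the score with the groups. Of 16 scores with the replicates of groups exchanged, the measured one included, 11 left as few calls in each of these comparisons (0 to 34 and 43 to 647 over all scores). The median standard error grew to 2.80 times its value for Het- and 1.76 times for KO-labelled libraries, and the median change was 1.18 and 1.00 times its value. Open as well is a library or sorting batch that followed the sides, which cannot be told apart from genotype because every library of a group would share it. The first principal component, with 52.0% of the variance, parts these sides, and a difference in genotype stays open, untested.

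Between KO- and Het-labelled libraries, 292 of 1269 calls (23.0%) remained after GC and length trends were removed. Across 10165 genes with at least 3 log2 CPM, the change correlated with log2 gene length at r -0.342, and trends over GC content and length explained 19.7% of its variance. A candidate explanation for most of these calls is thus a length or GC bias of the libraries, and a biological change that follows gene length would look alike. With the Y-linked level as a covariate 782 calls (61.6%) remained. Sex and group coincide between KO- and Het-labelled libraries, so this covariate takes the effect of sex from the WT- and SmoM2-labelled replicates. Sex is argued against as the whole cause only if it acts alike in all groups, which was not tested. The shift of differentiation genes in the KO-labelled libraries is not covered by a length or GC bias for Lhx1, whose call between KO- and Het-labelled libraries held with the offsets.

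The count of 5515 genes over the 4 groups was compared with other ways to pair the 8 libraries. In 2 of 100 drawn pairings, out of 105 that exist, as many genes were called, the real pairing included. The other pairing gave 5763 genes and joined WT- with SmoM2-labelled libraries by replicate number, which is also by sex, while keeping the KO- and Het-labelled groups. Pairings that kept the sides apart gave from 905 to 5763 genes, and pairings across the sides gave at most 8.

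Col1a1 and Col3a1 were higher in KO-labelled replicate 1 than in replicate 2, with 1714 against 151 and 713 against 81 counts. Of 15 tested stroma genes, 12 were higher in replicate 1, with a median log2 difference of 1.73. The sorted cells of replicate 1 may have included more stromal cells. Aldh1a2, at 808 CPM in the KO-labelled group, did not follow, and no biological explanation was tested within a group.

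Foxd1, a stroma marker, rose to 184 CPM in the WT-labelled libraries from a lower Het-labelled level (log2 3.30, edgeR adjusted p 0.000101) and to 343 CPM in the SmoM2-labelled libraries. Stromal cells of the kind that may differ between the KO-labelled replicates are argued against as the source. The scaling rests on a Foxd1 difference of 9.14 CPM between these 2 libraries. Stromal cells with less collagen for their Foxd1 would not be seen this way, so they stay open. Scaled from the difference between the KO-labelled replicates, such a rise of Foxd1 would bring 6275 CPM of Col1a1, 2687 CPM of Col1a2 and 2539 CPM of Col3a1. Col1a1 changed by -13.1 and Col3a1 by 22.1 CPM. Col1a2 rose by 111 CPM (log2 1.37, edgeR adjusted p 0.0762), in the direction that stromal cells predict but at 4.12% of the needed rise. Meis1 had 100 counts in SmoM2-labelled replicate 2 and 855 in Het-labelled replicate 1, which is the other direction. These are single libraries, so Meis1 does not decide the comparison of WT- with Het-labelled libraries. A change of Foxd1 in the progenitors with the labelled genotype remains as a hypothesis beside such other stromal cells.

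Nr0b1 and Ly6a had at most 2 counts in each KO- and Het-labelled library and at least 27 in each WT- and SmoM2-labelled library. No gene had the opposite pattern at the same limits of 3 and 20 counts. These limits are raw counts, and the KO- and Het-labelled libraries were smaller, which makes the opposite pattern harder to reach. No conclusion is drawn from its absence. The cause was not tested.

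The check lists gave these results, adjusted over 45 tests. The dissociation stress list was higher in the Het- than in the WT-labelled libraries with a median log2 change of 1.27 (camera adjusted p 3.78e-06, fry adjusted p 0.0437), and in the KO-labelled (0.67) and SmoM2-labelled (0.39) libraries by camera but not by fry. It was lower in KO- than in Het-labelled libraries (-0.41) by camera. The cell cycle list was higher in the KO-labelled (0.41) and Het-labelled (0.29) than in the WT-labelled libraries and in KO- than in SmoM2-labelled libraries (0.52) by camera and not by fry. The collecting duct list was lower in Het- than in WT-labelled libraries (-1.74, camera adjusted p 0.0349, fry adjusted p 0.0158), with 6 of its 14 genes tested, and fry also called it between KO- and Het-labelled (0.67) and KO- and SmoM2-labelled libraries (-0.68). Stroma (0.13 between KO- and WT-labelled libraries), endothelium (0.78), erythroid (2.88), immune (-0.005), Y-linked (0.46) and X inactivation genes (-10.32) passed neither test in any comparison. Under an estimated correlation no check list passed. The exceptions to a low stromal and immune signal included Meis1 and Cd74, whose counts in Het-labelled replicate 1 were 855 and 817 against 108 and 72 in WT-labelled replicate 2. For Meis1 these are single libraries. Cd74 had 391 and 371 counts in the KO-labelled, 817 and 768 in the Het-labelled, 214 and 72 in the WT-labelled and 46 and 58 in the SmoM2-labelled libraries. Its group means were 120 CPM in the Het-labelled and 13.9 CPM in the WT-labelled libraries. Cd74 was called higher in Het- (log2 3.09, edgeR adjusted p 0.000111) and KO- against WT-labelled libraries (log2 2.57, edgeR adjusted p 0.000377). Cd68 was called higher in the former and lower in the latter, and the other tested immune genes in neither.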
